# Unravelling Differential DNA Methylation Patterns in Genotype Dependent Manner under Salinity Stress Response in Chickpea

**DOI:** 10.3390/ijms24031863

**Published:** 2023-01-18

**Authors:** Khushboo Gupta, Rohini Garg

**Keywords:** DNA methylation, differential methylation, differential gene expression, salinity stress, bisulphite sequencing, chickpea

## Abstract

DNA methylation is one of the epigenetic mechanisms that govern gene regulation in response to abiotic stress in plants. Here, we analyzed the role of epigenetic variations by exploring global DNA methylation and integrating it with differential gene expression in response to salinity stress in tolerant and sensitive chickpea genotypes. Genome-wide DNA methylation profiles showed higher CG methylation in the gene body regions and higher CHH methylation in the TE body regions. The analysis of differentially methylated regions (DMRs) suggested more hyper-methylation in response to stress in the tolerant genotype compared to the sensitive genotype. We observed higher enrichment of CG DMRs in genes and CHH DMRs in transposable elements (TEs). A positive correlation of gene expression with CG gene body methylation was observed. The enrichment analysis of DMR-associated differentially expressed genes revealed they are involved in biological processes, such as lateral root development, transmembrane transporter activity, GTPase activity, and regulation of gene expression. Further, a high correlation of CG methylation with CHG and CHH methylation under salinity stress was revealed, suggesting crosstalk among the methylation contexts. Further, we observed small RNA-mediated CHH hypermethylation in TEs. Overall, the interplay between DNA methylation, small RNAs, and gene expression provides new insights into the regulatory mechanism underlying salinity stress response in chickpeas.

## 1. Introduction

Chickpea (*Cicer arietinum* L.) is a widely consumed legume plant that provides dietary proteins to animals and humans. However, chickpea production is hampered by various abiotic and biotic factors depending on the ecological region [1]. Among these factors, soil salinity decreases the production and productivity of chickpeas in arid and semi-arid ecological zones [2]. The response mechanism of a crop plant to salinity stress depends upon the salt concentration, genotype, soil type, and developmental stage. Different chickpea genotypes exhibit different response mechanisms to salinity stress; some have a tolerant phenotype, whereas some have a sensitive phenotype [2]. This variability in phenotypic traits may be attributed to epigenetic or genetic variations and different regulatory mechanisms involved [3,4].

DNA methylation is an epigenetic regulatory mechanism used by the plant to survive under different environmental cues [5]. It occurs via a chemical modification involving the addition of a methyl group to the cytosine base by methyltransferases (MTases). In plants, it occurs in CG, CHG, and CHH (where H can be any other base except guanine) sequence contexts. The DNA MTases can create a de novo methylation mark at unmethylated cytosine sites or maintain the preexisting cytosine methylation. Several studies in plants have revealed that different MTases are responsible for methylation in different sequence contexts [5]. The epigenome profiling in MTase mutants of Arabidopsis suggested that the maintenance of CG context methylation is mediated by MET1 (methyltransferase) and CHG context by CMT3 (chromomethylase). However, CHH context methylation is maintained by DRMs (domains rearranged methyltransferases 1 and 2) and CMT2 via RNA-dependent and RNA-independent pathways, respectively [6]. 

Several studies have shown genome-wide abiotic stress-induced DNA methylation profile changes in plants [7]. Studies have shown that transcriptional regulation of genes is associated with altered DNA methylation patterns during stress [8,9,10]. It has previously been demonstrated that changes in DNA methylation profiles during abiotic stress can cause phenotypic variability in plants [8]. The spread of DNA methylation from nearby transposons and other repeats can also cause promoter/gene body DNA methylation [11]. The low gene expression levels at the methylated regions in the gene body might be due to the inhibition of DNA Pol II activity and transcription [12]. The genomic regions having variation in methylation between different genotypes of the same species are referred to as epialleles [13]. The establishment and extent of the duration of stress memory responsible for the generation of epialleles is still a matter of investigation [14]. In *Arabidopsis thaliana*, under salinity stress, the changes induced in DNA methylation patterns were partially transmitted to the progeny, but if the progeny is not under stress, the epigenetic status is gradually lost [15]. However, the plants exposed to abiotic stresses were more adaptable to stress, and epigenetic memory may be transmitted to future generations [16]. 

To understand the epigenetic mechanism involving the interplay between DNA methylation, gene expression, and small RNAs in response to salinity stress, we investigated the DNA methylation patterns in two well-characterized chickpea genotypes with contrasting responses to salinity stress. We analyzed the patterns of DNA methylation in protein-coding genes (PCGs) and transposable elements (TEs) under control and salinity stress conditions. The differentially methylated regions (DMRs) under salinity stress was identified and correlated with differential gene expression to understand the possible role of DNA methylation in the regulation of expression of genes involved in salinity stress response. Small RNA (smRNA) sequencing data were integrated to identify the role of RNA-dependent DNA methylation in regulating salinity stress-induced methylation. Altogether, this study provides mechanistic insights into DNA methylation-mediated regulation of salinity stress-responsive genes and reveals candidate gene sets with genotype-specific DNA methylation patterns that might regulate salinity tolerance in chickpeas.

## 2. Results

### 2.1. Genome-Wide DNA Methylation Landscape in Chickpea Genotypes 

We investigated the global DNA methylation profiles in the roots of two genotypes of chickpea, ICC V2 (salinity sensitive, SS) and JG 62 (salinity tolerant, ST), under control and salinity stress. These genotypes have been well characterized for their contrasting response to salinity stress at different stages of development and used extensively for quantitative trait loci mapping and generation of biparental populations in previous studies [17,18]. In this study also, a slight decrease in root weight under salinity stress was observed in the SS genotype, whereas no significant change was detected in the ST genotype. Likewise, the median root length difference between control and salinity-stressed plants was less evident for the SS genotype as compared to the ST genotype (Figure S1A). 

We performed bisulphite sequencing of the genomic DNA isolated from the root samples of both the genotypes harvested under control and salinity stress conditions. In total, approximately 200–300 million high-quality reads representing ~30x sequencing depth were obtained that covered ~88% of the chickpea genome (Table S1). The highest fraction of methylated cytosines (mCs) was detected in CG (56.50–64.43%) context, followed by CHG (38.89–45.29%) and CHH (2.66–4.75%) contexts (Figure 1A). We observed a slightly higher fraction of mCs after stress treatment in both genotypes in all the sequence contexts. The average methylation level of mCs in the CG context (92.68–93.06%) was higher than CHG (87.53–88.23%) and CHH (44.94–51.11%) contexts (Figure 1B and Figure S1B). No significant differences in the methylation levels were observed between forward and reverse strands in all the samples (Figure S1C). Further, no significant change in the overall methylation levels in CG and CHG contexts between control (SS-C, ST-C) and stressed (SS-S, ST-S) samples of both SS and ST genotypes was observed. However, decreased methylation level was observed in the CHH context under salinity stress as compared to control in the SS genotype and marginally lesser in the ST genotype (Figure 1B). Global methylation patterns of mCs (per 100 kb on all the chickpea chromosomes) suggested higher CHH context methylation density in the chromosomal regions harboring a high density of TEs Figure 1C and Figure S1D). 

Next, we determined the distribution of DNA methylation in PCGs, TEs, and their 2 kb flanking regions in CG, CHG, and CHH contexts in control and stress samples of both genotypes. We observed that methylation density within the gene body regions was highest in the CG context, whereas it was higher in the flanking regions for CHG and CHH contexts. In addition, the methylation density in CG and CHH contexts at the transcription start sites (TSSs) and transcription termination sites (TTSs) was found to be lower as compared to the flanking regions. In contrast, the density of mCs in the TEs was highest in the CHH context compared to CG and CHG contexts (Figure 1D,E). 

### 2.2. Identification of Differentially Methylated Regions in Protein-Coding Genes and TEs 

To study the methylation dynamics under salinity stress in the SS and ST genotypes, differentially methylated regions (DMRs) between stress and control samples were identified in both genotypes. A total of 6521 DMRs were identified in the SS genotype (SSc/s), and a total of 5387 DMRs were identified in the ST genotype (STc/s) under salinity stress. The highest number of DMRs was identified in the CHH context (SSc/s; 2867, STc/s; 2881), followed by CG (SSc/s; 2754, STc/s; 1970) and CHG (SSc/s; 900, STc/s; 536) contexts under salinity stress (Figure 2A). Further, DMRs were categorized into hypomethylated and hypermethylated based on the methylation level differences in the stress samples as compared to the control sample. In the SS genotype, a greater number of hypomethylated DMRs (1666) were detected compared to the hypermethylated DMRs (1089) in the CG context. However, a higher number of CHG and CHH context hypermethylated DMRs (599 in CHG and 1471 in CHH) were obtained compared to hypomethylated DMRs (301 in CHG and 1396 in CHH). In the ST genotype, we observed more number of hypermethylated DMRs in CG (1110) and CHH (1836) contexts as compared to hypomethylated DMRs (860 CG and 1045 CHH), while an almost similar number of hyper (280) and hypomethylated (256) DMRs were obtained in the CHG context. In the CHH context, we observed more hypermethylation in both SS and ST genotypes under salinity stress (Figure 2A). Overall, we observed higher CG and CHH context DMR density in the ST genotype compared to the SS genotype (Figure 2B; Table S2). 

Further, to understand the influence of differential methylation on PCGs and TEs, we analyzed the presence of DMRs in the gene body/TE body and their flanking regions. We observed the highest number of CG context hyper and hypomethylated DMRs associated with PCGs in all the comparisons (Figure 2C). However, a greater number of CHH context DMRs were observed in the upstream regions of PCGs, and more CG context DMRs were associated with downstream regions of PCGs in all the comparisons (Figure S2A). Among the DMRs associated with TEs, a higher number of CHH DMRs were present within the TE body and their flanking regions (Figure S2B). In addition, a greater number of CHH context hypomethylated DMRs were associated with TEs in the SS genotype (Figure 2D and Figure S2B). Gene ontology (GO) enrichment analysis of the DMR-associated PCGs suggested their involvement in biological processes, such as ATPase activity, carboxylic acid metabolism, embryonic and seed development, transporter activity, response to abiotic stimulus, oxidoreductase activity, protein amino acid phosphorylation and response to hormones. A few genes involved in the flavonoid metabolic process, ion transport, and meristem structural organization were also associated with differential methylation between SS and ST genotypes. The genes involved in helicase activity, chromatin modification, and pigment biosynthesis were found to be differentially methylated in the ST genotype under salinity stress. However, genes involved in root hair differentiation, trichrome differentiation, and tRNA acylation were enriched among DMR-associated genes in the SS genotype (Figure S2C). 

### 2.3. Differential Gene Expression under Salinity Stress in the Chickpea Genotypes

Differential gene expression analysis was performed to study the transcriptional variations in the chickpea genotypes under salinity stress, followed by their correlation with DNA methylation status. 

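Root transcriptomes were measured by RNA-seq in the salinity-sensitive genotype ICCV2 (SS) and the salinity-tolerant genotype JG62 (ST). Seedlings were kept without NaCl (SS-C and ST-C) or received 80 mM NaCl every other day over 6 days, starting at day 12 (SS-S and ST-S). The paper and the sample labels give a harvest at day 18, while the design text of the series gives an age of 17 days. Each of the 4 groups had 2 libraries, 8 in all. The deposited values are FPKM (fragments scaled by transcript length and by the number of mapped fragments) for 30692 loci, made by the authors with TopHat and Cuffdiff on the Kabuli genome. The file holds 1 FPKM per locus and group, so each value is the authors' value for a group, without a spread between libraries. Of the loci, 20535 reached an FPKM of at least 1 in at least 1 group. The 4 groups had similar distributions, with a median FPKM over those loci of 15.5 in SS-C, 15.2 in SS-S, 15.4 in ST-C and 15.9 in ST-S. Across those loci, log2(FPKM + 1) correlated at r = 0.985 between SS-C and SS-S and at 0.981 between ST-C and ST-S. Between the genotypes the correlation was 0.970 in control and 0.967 under stress. Ratios between groups were computed here as log2 ratios of (FPKM + 1), which understate the change of weakly expressed loci. A change was counted at 1.5-fold or more among loci with an FPKM of at least 1 in at least 1 of the compared groups. No p-value was computed from the FPKM, because 1 value per group has no replicate check. Where a p-value of a DEG is given, it is the paper's, from Table S4, and is not adjusted for the number of loci. In number, the paper's DEGs are 2.30% of the loci counted here for SSc/s and 3.68% for STc/s. At an unadjusted limit of 0.05, chance entries in these lists cannot be told from real ones here.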

The high-quality RNA-seq reads were mapped to the Kabuli chickpea genome (Table S3), and differentially expressed genes (DEGs) were determined. 

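In the SS genotype, more loci were lower than higher under salinity stress. Of 20068 loci, 831 had a lower and 574 a higher FPKM in SS-S than in SS-C by at least 1.5-fold. This total of 1405 loci was 2134 with a pseudocount of 0.01 and 858 among loci with an FPKM of at least 5, and in both cases more loci were lower than higher. The largest rise among the DEGs of Table S4 with an FPKM of at least 5 was that of XLOC_025263 (Ca_17198), from 0.237 in SS-C to 43.9 in SS-S, a log2 ratio of 5.18. Its FPKM in ST-C and ST-S was 1.36 and 1.26. XLOC_020082 was listed at 0 in SS-C and at 9.86 in SS-S. The largest falls were those of XLOC_000008, at 1295 in SS-C and listed at 0 in SS-S, and of XLOC_027457 (Ca_26720), at 32.2 in SS-C and listed at 0 in SS-S. The file does not pair these loci with product names. Every DEG that Table S4 lists for SSc/s had the same direction in the deposited FPKM. All 425 of them with a finite ratio in the table were within 0.05 of it on the log2 scale, so the deposited columns are those behind the list. The median log2 ratio was 0.86 for the higher and -0.85 for the lower DEGs. In 102 of the DEGs, the higher of the compared groups had an FPKM under 5. The counts at 1.5-fold use no p-value and have no replicate check.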

A total of 461 DEGs (159 upregulated and 302 downregulated) were identified in the SS genotype under salinity stress. Likewise, 743 DEGs (504 upregulated and 239 downregulated) were identified in the ST genotype under salinity stress (Figure S3A,B; Table S4). 

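In the ST genotype the balance was the other way, with more loci higher than lower under stress. Of 20212 loci, 1162 had a higher and 761 a lower FPKM in ST-S than in ST-C by at least 1.5-fold, so 60.4% of the changed loci were higher. This split depended on the scaling of the columns, and 47.9% of the changed loci were higher when each column was scaled to a sum of 1000000. Among the DEGs, XLOC_001230 (Ca_20640) and XLOC_029643 (Ca_19091) were listed at 0 in ST-C and at 28.7 and 18.8 in ST-S. XLOC_022688 and XLOC_000003, at 10.8 and 9.09 in ST-C, were listed at 0 in ST-S. The median log2 ratio was 0.84 for the higher and -0.88 for the lower DEGs of STc/s. The table's log2 ratios were matched within 0.05 by the deposited FPKM in all 694 DEGs with a finite value. The remaining 49 DEGs were listed at 0 in ST-C or ST-S.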

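DEGs listed in a single genotype often had little change in the other genotype. Of the DEGs listed for SSc/s alone, 113 were higher and 246 lower under stress in SS. The 113 higher genes had a median log2 ratio of 0.87 in SS and 0.31 in ST, and 85 of them were also higher in ST-S than in ST-C. The 246 lower genes had a median of -0.84 in SS and -0.06 in ST, with 133 also lower in ST. Of the DEGs listed for STc/s alone, 441 were higher and 200 lower in ST. Their medians were 0.84 and -0.89 in ST, against 0.00 and -0.10 in SS. A change of 1.5-fold or more in the same direction in the other genotype was found for 16 and 14 of the genes of SSc/s alone and for 17 and 11 of those of STc/s alone, higher and lower genes in that order. A change of that size in the opposite direction was found for 3 and 12 of the genes of SSc/s alone and for 10 and 4 of those of STc/s alone. The difference of the responses between the genotypes was not tested for any gene, and the genes were chosen on these same libraries.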

A total of 359 and 641 DEGs were found unique to SSc/s and STc/s, respectively. However, 102 DEGs were common between SSc/s and STc/s (Figure S3A). 

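Of these shared DEGs, 39 were higher and 32 lower under stress in both genotypes. Another 24 were lower in SS and higher in ST, and 7 were higher in SS and lower in ST, so 31 responded in opposite directions. Ca_02410, Ca_13970 and Ca_18462 were among these 31. XLOC_000008 was in the set lower in SS and higher in ST, with an FPKM of 169 in ST-C and 1582 in ST-S. Of the 31 genes, 22 had an FPKM of at least 5 in all 4 groups and 2 were listed at 0 in a group. The comparisons share no library. Independent lists of these sizes among 20535 loci would share 3.90 genes higher in both, 3.50 lower in both, 7.39 lower in SS and higher in ST, and 1.85 of the last kind. Among the genes that are shared, directions independent of each other would have given 52.2 opposite genes, more than the 31 found. Genes that vary between libraries whatever the treatment stay open. Over all loci, the log2 ratios of the genotypes correlated at r = 0.10 (Spearman rho 0.163) across genes, and at 0.062 with a pseudocount of 0.1. Genes are not independent replicates.

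**Figure D1:**
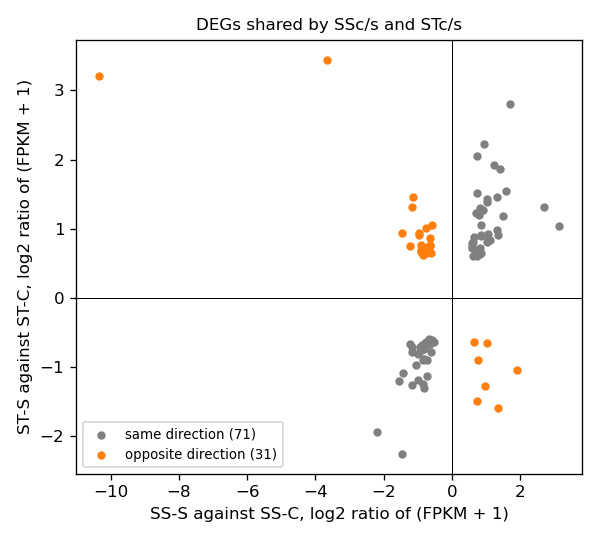
Log2 ratio of (FPKM + 1) between stress and control in SS (horizontal axis) and in ST (vertical axis) for the DEGs shared by SSc/s and STc/s, with 1 point per gene. Grey points are the 71 genes with the same direction and orange points the 31 genes with opposite directions, of which 2 were listed at 0 in a group.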

The DEGs showing up-regulation in both genotypes were involved in processes such as methyltransferase activity, malate transporter activity, and hormone biosynthetic process. However, commonly downregulated DEGs were enriched in pathways, such as aging, cation channel activity, and oxidoreductase activity (Table S5). In addition, we identified 1196 DEGs between the two genotypes under control conditions. Of these, 853 genes were differentially expressed under control conditions, while only 343 genes were differentially expressed in both (39) or in any one of the genotype (113 in SSc/s and 191 in STc/s) under salinity stress (Table S4). 

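Between the control roots of the genotypes, 1217 loci had a higher and 1322 a lower FPKM in ST-C than in SS-C by at least 1.5-fold, of 20225. With the columns scaled by their upper quartile the balance turned, to 1346 higher and 1191 lower. Several loci were listed at 0 in both groups of a single genotype, which does not show absence, since abundant loci also have such values. XLOC_026481 had an FPKM of 189 in ST-C and 338 in ST-S, XLOC_026321 of 37.6 and 23.1, and both were listed at 0 in SS-C and SS-S. XLOC_008784 had an FPKM of 127 in SS-C and 133 in SS-S and was listed at 0 in ST. XLOC_002656 (Ca_14770) stood at 769 in SS-C and 6.34 in ST-C, but at 504 in SS-S and 636 in ST-S. The SSc/STc list shared 152 genes with SSc/s and 230 with STc/s. These comparisons use the same control libraries, SS-C or ST-C, and so share their chance values. Unchanged groups simulated against the same controls shared 118 and 165 genes, and independent lists would share 26.8 and 43.3. The simulated counts follow from the lengths of the lists and from giving every group the same noise. Of the 152 genes, 117 had the same direction in both comparisons, and of the 230 genes, 168 had opposite directions. The covariance of the log2 ratios was 0.0481 against a simulated 0.0304 for SSc/s, and -0.0640 against -0.0303 for STc/s. The simulated noise came from a measure that extreme loci hardly move, while the observed covariance includes such loci. The excess can therefore not be read as covariance beyond that of the shared controls. The observed correlations were 0.272 for SSc/s and -0.327 for STc/s. The simulated ones, 0.502 and -0.500, were fixed in advance by the equal noise of the groups, so they cannot serve to judge the observed values. The controls could not be split, so most of the overlap may come from the shared controls.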

A similar pattern of differential gene expression has been reported in one of the previous study as well [17]. This analysis suggested that even though these genotypes have a large number of DEGs under control conditions, only a small fraction of these are affected by salinity stress in each genotype, and a larger gene set is differentially expressed in a genotype-dependent manner.

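Of the DEGs between the genotypes in control, 71.3% were in neither stress list and 28.7% were in at least 1 of them. The differences between the genotypes in control were in part also found under stress. Across 20535 loci, the log2 ratio of ST-C to SS-C correlated with that of ST-S to SS-S at r = 0.50 (Spearman rho 0.428), and these ratios share no library. Genes are not independent replicates, so this describes these groups only. At 1.5-fold or more, 278 loci changed the same way in both genotypes under stress and 188 in opposite ways, and with a pseudocount of 0.1 these counts were 545 and 359. From the share of the control list found in the stress lists, the paper proposes that salinity affects only a small part of the genes that differ between the genotypes. It also proposes that a larger set responds in a genotype-dependent manner. The overlap was 152 genes for SSc/s and 230 for STc/s, where independent lists would share 26.8 and 43.3. The lists are not independent, since they share control libraries. Simulated unchanged groups, with the same noise in every group, shared 118 and 165, so most of the overlap may come from the shared controls. The size of the overlap therefore does not test what the paper proposes.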

Further, to cluster the genes exhibiting similar expressions, K-means clustering analysis was performed on all the DEGs. We identified five clusters (clusters I to V) exhibiting preferential expression of genes in one or more sample/s. Cluster I harbored 229 genes downregulated in the SS genotype, cluster II contained 202 genes downregulated in the ST genotype, cluster III was comprised of 238 DEGs that were upregulated in the SS genotype, cluster IV (238 DEGs), and cluster V (195 DEGs) showed upregulation in the ST genotype (Figure S3C). 

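Clustering of the DEGs of SSc/s and STc/s on the deposited FPKM separated genes by the group in which they stood highest or lowest. The largest cluster, with 332 genes, was highest in ST-S, and its median log2 ratio under stress was 0.78 in ST and -0.22 in SS. A cluster of 227 genes was lowest in ST-C, with a median of 0.85 in ST. A cluster of 210 genes was highest in SS-C, with medians of -0.81 in SS and -0.35 in ST. A cluster of 201 genes was highest in ST-C, with a median of -0.83 in ST. The smallest cluster, with 132 genes, was highest in SS-S, with a median of 0.88 in SS and 0.32 in ST. K-means with 5 clusters was run on z scores of log2(FPKM + 1) over the 4 groups with 50 starts, since the paper's text does not name its scaling or distance. The clusters depended on the settings. The adjusted Rand index against these clusters was 1 with another seed, 0.644 on centred values not divided by the SD, 0.778 with 4 clusters and 0.790 with 6. The cluster with the most DEGs higher in SS held 289 genes on centred values and 316 with 4 clusters, so its size and rank are not fixed.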

GO enrichment analysis of these cluster-specific DEGs revealed transcripts involved in diverse processes. The genes involved in processes, such as regulation of transcription, hydrolase activity, oxidoreductase activity, kinase activity, and carboxylesterase activity, were represented in all the clusters (Figure S3D). The genes involved in pathways, such as photosynthesis and amino acid transport, were specific to cluster V, whereas genes associated with pathways, such as hydrogen symporter activity and flavonoid biosynthetic processes were specific to cluster III. The genes involved in UDP glycosyltransferase activity towards flavonoids were specific to clusters I and II. The genes involved in cell death were found to be enriched in clusters III and IV. The genes involved in metal ion transport were downregulated in both SS and ST genotypes. Overall, gene expression analysis suggested differential transcriptional regulation of several stress-responsive genes under salinity stress in the SS and ST genotypes.

### 2.4. Influence of DNA Methylation on Differential Gene Expression and Co-Relation between Different Methylation Contexts 

To study the influence of DNA methylation on gene expression, we categorized PCGs into five classes based on their expression level. We observed a positive correlation between CG context DNA methylation in the gene body and gene expression, wherein the genes with higher expression showed higher CG methylation density in the gene body regions. However, a negative correlation between methylation density at the TSS and TTS sites in all the sequence contexts and gene expression was observed, suggesting that methylation at these sites contributes to lower gene expression (Figure S4A). Overall, a similar relationship between DNA methylation and gene expression was observed in both SS and ST genotypes under control conditions (Figure S4A). Further, the genes with very low expression levels exhibited higher CHG and CHH methylation as compared to highly expressed genes, suggesting that lowly expressed genes have high methylation density as well as methylation levels (Figure S4B). 

Next, to understand the role of DNA methylation in the regulation of gene expression under salinity stress, we analyzed the relationship between DEGs and DMRs. We found 84 DEGs associated with DMRs (dmDEGs) in the SS genotype. Likewise, 111 dmDEGs were identified in the ST genotype under salinity stress (Figure 3A). The distribution of hypo and hypermethylated dmDEGs in different contexts (CG, CHG, and CHH) suggested a greater number of DEGs associated with CG context hypomethylated DMRs in the SS genotype and a greater number of hypermethylated CG DMRs were found associated with DEGs in the ST genotype (Figure 3B). Further, a higher number of DEGs was associated with hypermethylated CHH DMRs in the ST genotype (Figure 3B).

These DMRs were further categorized for their presence in the flanking and gene body regions of DEGs (Figure 3C, Table S6). This analysis revealed a higher number of downregulated DEGs (30) harboring CG methylation in their genic regions in the SS genotype. However, in the ST genotype, more enrichment of upregulated DEGs (23) harboring CG methylated DMRs within their gene body was observed. In addition, we observed a significant number of upregulated genes harboring hyper CHH methylation in their upstream (12) and downstream (9) regions in the ST genotype (Figure 3C). 

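The dmDEGs with a CG DMR in the gene body were mostly lower in SS and mostly higher in ST, as were the DEGs as a whole, of which 302 of 461 were lower in SS and 504 of 743 higher in ST. In SS, 29 such genes were lower under stress, with a median log2 ratio of -0.77, and 9 were higher. Their CG methylation in Table S6 went both ways, with a gain in 14 and a loss in 16 of the 29 lower genes, 1 of which had both. In ST, 23 such genes were higher under stress, with a median log2 ratio of 0.78, and 9 were lower. Of the 23 higher genes, Table S6 gives a CG gain for 10 and a loss for 13. The same genes showed little common change in the other genotype. The 29 lower genes of SS had a median log2 ratio of 0.19 in ST, and the 23 higher genes of ST had a median of -0.04 in SS. The methylation directions are the paper's, and the genes were selected by the paper on these libraries.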

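The 12 genes of ST that were higher under stress and carried a CHH gain on the upstream side had a median log2 ratio of 0.81, from 0.54 to 3.44. Their median FPKM was 30.6 in ST-C and 54.7 in ST-S. The 9 genes with a CHH gain on the downstream side had a median log2 ratio of 0.84, and no gene was in both sets. In SS, the same 12 and 9 genes had medians of -0.05 and 0.01, with 4 and 5 of them higher under stress. Table S6 also lists genes that were lower in ST-S with a CHH gain, 4 upstream and 8 downstream. Among genes with a CHH loss in ST, 6 were higher and 3 lower upstream, and 6 were higher and 6 lower downstream. Of all STc/s DEGs, 504 of 743 were higher. The sides follow the flank labels of Table S6, matched to the paper's counts, and the strands of the genes were not checked.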

Further, variation in methylation levels was observed in the CG context, majorly in the gene body and the CHH context in the flanking regions of DEGs in both SS and ST genotypes (Figure S4C,D). 

Next, we analyzed the relationship between the direction of differential methylation and differential gene expression of dmDEGs. A negative correlation between CHG methylation and gene expression was observed in the ST genotype (STc/s) under salinity stress. However, no conclusive relationship between CG and CHH context DMRs with the level of gene expression was observed (Figure S5A). 

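In the CHG context of ST, expression and methylation mostly went in opposite directions, but the genes were few. Of 12 CHG dmDEGs, 7 with a loss of methylation were higher and 2 with a gain were lower under stress, 2 with a loss were lower and 1 with a gain was higher (Fisher's exact test over genes, two-sided, p = 0.236). Ca_20640 (XLOC_001230) was one of the higher genes with a CHG loss. In the CG context of ST, 15 genes with a gain were higher and 8 lower, and 17 with a loss were higher and 6 lower (Fisher's exact test, p = 0.749). In SS, 5 genes with a CG gain were higher and 15 lower, and 6 with a loss were higher and 20 lower (Fisher's exact test, p = 1). In the CHH context of ST, 27 genes with a gain were higher and 14 lower, and 12 with a loss were higher and 11 lower (Fisher's exact test, adjusted p = 0.604). In SS, 8 with a CHH gain were higher and 11 lower, and 4 with a loss were higher and 13 lower (Fisher's exact test, p = 0.302). All 5 CHG dmDEGs of SS were lower under stress, so the test has an empty margin there and shows nothing. The Benjamini-Hochberg adjustment counts it among 6 tests. The adjusted p of Fisher's exact test was 0.604 alike for CHG in ST, CHH in ST and CHH in SS. Methylation directions are the paper's, and 3 CG and 2 CHH genes of SS with both a gain and a loss in the same context were left out.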

The GO enrichment analysis of CG dmDEGs suggested that genes involved in processes, such as GTPase activity, hydrolase activity, response to stress, and carbohydrate catabolic processes, were enriched in the ST genotype. However, genes involved in transmembrane transporter activity, oxidoreductase activity, phytoalexin metabolic processes, and pigment accumulation were enriched in the SS genotype (Figure S5B). Similarly, CHH dmDEGs showed enrichment of biological processes, such as transporter activity, auxin homeostasis, lipid transport, methyltransferase activity, and secondary metabolite biosynthesis in the ST genotype. The CHH dmDEGs in the SS genotype were enriched in biological processes, such as cation binding, dehydrogenase activity, and amino acid binding (Figure S5C). The GO enrichment analysis of significantly enriched CG dmDEGs in the SS genotype revealed their involvement in transporter activity, lipid oxidation and phenylalanine biosynthesis, pigment accumulation, phytoalexin, and mannosidase activity (Figure 3D). In the ST genotype, dmDEGs showing downregulated gene expression and harboring CHH context hypermethylation in the downstream regions were involved in the processes, such as lateral root development and trehalose biosynthetic process. The upregulated dmDEGs harboring gene body hypomethylation in the CG context were involved in GTPase activity, hydrolase activity, and NADP metabolic process; however, those having hypermethylation were involved in oxidoreductase activity (Figure 3E). In addition, dmDEGs associated with CHH hypermethylation in their promoter regions were found to be involved in the regulation of transport activity. 

The integrative genome views (IGV) of DMR regions and differential gene expression of several dmDEGs (Figure S5D) in the SS genotype, including *Ca_12185* and *Ca_02410,* showed gene body CG hypermethylation and downregulated gene expression. Similarly, dmDEGs, *Ca_12433* and *Ca_09442*, harbored gene body CG hypomethylation in the SS genotype. 

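Ca_12185 and Ca_02410 were both lower under stress in SS, and Ca_02410 was higher in ST. Ca_12185 (XLOC_008271) had an FPKM of 15.8 in SS-C and 8.83 in SS-S, a log2 ratio of -0.77 (the paper's p = 0.0047), and of 20.6 in ST-C and 26.0 in ST-S, a log2 ratio of 0.32 that is under 1.5-fold and not in the paper's STc/s list. Its CG DMR lies on chromosome 3 of the Kabuli genome, from 30881351 to 30881450, with a gain of 31.2 in the paper's methylation difference. Ca_02410 (XLOC_023660), a homolog of a MATE efflux family protein according to the paper, had an FPKM of 7.34 in SS-C and 3.47 in SS-S, against 3.95 in ST-C and 7.43 in ST-S. Its log2 ratios were -0.90 in SS and 0.77 in ST, and the paper's p-values were 0.0132 and 0.0403. Its CG DMR lies on chromosome 8 from 1921151 to 1921300, with the paper's difference at 27.1.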

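Ca_12433 (XLOC_004425), given by the paper as a homolog of AtCAN2, had an FPKM of 27.8 in SS-C and 18.1 in SS-S (log2 ratio -0.60, the paper's p = 0.0411). In ST it stood at 25.7 in control and 28.9 under stress. Ca_09442 (XLOC_007801), given as a homolog of AtWRKY33, had an FPKM of 52.4 in SS-C and 21.4 in SS-S, a log2 ratio of -1.25 (the paper's p = 1.0e-04). In ST it was 62.6 in control and 80.1 under stress, so that under stress the gene was 1.85 higher in ST than in SS on the log2 scale. Table S6 gives a CG loss of methylation in the gene body of both genes in SS.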

The *Ca_02137* displayed CHH hypermethylation in the downstream region. 

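Ca_02137 (XLOC_024544), a phospholipase A IVA homolog according to the paper, was lower under stress in ST. Its FPKM was 35.7 in ST-C and 15.3 in ST-S, a log2 ratio of -1.17 (the paper's p = 0.00025). In SS it was 11.2 in control and 12.3 under stress. The control level was 1.59 higher in ST than in SS on the log2 scale. Table S6 lists a CHH gain on each side of the gene in ST, on chromosome 8 from 4288801 to 4288950 and from 4291851 to 4291950.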

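Ca_20130, Ca_25894 and Ca_12085 had higher FPKM in ST-S than in ST-C. The file gives Ca_20130 at a pair of loci, so its values are uncertain. The locus in the list of dmDEGs, XLOC_009920, had an FPKM of 251 in ST-C and 414 in ST-S (the paper's p = 0.045), and the other, XLOC_011723, of 178 and 226. In SS, XLOC_009920 stood at 436 in control and 487 under stress. Ca_25894 (XLOC_014314) was weakly expressed, with an FPKM of 3.39 in ST-C and 5.91 in ST-S, and of 2.56 and 1.86 in SS. Ca_12085 (XLOC_009044), a Pht1 phosphate transporter according to the paper, had an FPKM of 108 in ST-C and 185 in ST-S, a log2 ratio of 0.78 (the paper's p = 0.0188). In SS it was 115 in control and 143 under stress, a log2 ratio of 0.31.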

The genes, *Ca_20130* and *Ca_25894*, showed hypomethylation in the CG context in their gene body region, and *Ca_12085* had hypermethylation in the CHH context in its promoter region, and these genes were upregulated in the ST genotype under salinity stress. 

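Ca_13125 (XLOC_010296) was weakly expressed in all groups. Its FPKM was 2.58 in ST-C and 5.11 in ST-S, a log2 ratio of 0.77 (the paper's p = 0.0178). In SS it was 3.44 in control and 3.14 under stress, a log2 ratio of -0.10. The CG DMR in the gene body lies on chromosome 4 from 38302751 to 38302850, with the paper's methylation difference at 35.2.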

The gene *Ca_13125* harbored gene body CG hypermethylation and was upregulated in the ST genotype. Overall, our analysis identified candidate dmDEGs methylated in a genotype-dependent manner under salinity stress and might be involved in the regulation of root traits in the chickpea genotypes. 

To understand the role of known DNA MTases in salinity stress response, their expression levels were analyzed in all the samples. The *CaCMT1*, *CaCMT2*, *CaDMR1,* and *CaDRM2* were expressed at higher levels in the ST genotype as compared to the SS genotype under salinity stress (Figure S6A). The CMT2, DRM 1, and DRM2 are known to regulate CHH context methylation guided by the action of small RNAs [19]. Higher DRM expression levels under salinity stress might be responsible for higher CHH hypermethylation in the ST genotype compared to the SS genotype (Figure 2B). DNA methylation levels are regulated by other proteins, such as demethylases, Argonaut, and RNA-dependent RNA polymerase genes. The two DNA demethylase gene homologs, *DME* and *ROS1*, showed lower expression in both SS and ST genotypes under salinity stress, while *DCL*, *AGO,* and *RDRP* homologs showed no significant change in expression in the SS genotype but downregulation of *DCL3*, *DCL4*, *DCL1*, *AGO2* and *AGO6* in the ST genotype was observed under salinity stress. Interestingly, AGO4 homologs known to regulate CHH and CHG methylation in Arabidopsis [20] showed higher expression in the ST genotype under salinity stress, suggesting the role of smRNA-mediated regulation of gene expression under salinity stress in the ST genotype (Figure S6B). The methylation in the CG context is mediated predominately by MET1 [5]; however, we did not observe any difference in *MET1* expression under salinity stress in both genotypes. 

Recently, the role of CMT3-mediated gain in gene body CG methylation was observed in *Eutrema salsugineum* [21]. To understand the correlation between CG, CHG, and CHH contexts, the methylation level of dmDEGs was assessed in the gene body and flanking regions. A high correlation of CG context hyper and hypomethylation within the gene body with CHG and CHH context methylation was observed in both ST and SS genotypes under salinity stress (Figure S6C). In contrast, less correlation of gene body CG DMRs was observed with their flanking region CG, CHG, and CHH methylation levels (except for gene body hyper CG DMR in the SS genotype under control conditions). Similarly, flanking region CG DMRs showed a correlation with flanking region CHG and CHH DMRs, but not with gene body DMRs (Figure S6D). Altogether, a positive correlation between gene body CG, CHG, and CHH methylation and flanking region CG, CHG, and CHH methylation was observed in the DMRs in SSc/s and STc/s (Figure S6D). Overall, this observation suggests that CHG and CHH methylation might play a role in mediating CG methylation [22].

### 2.5. Small RNA-Mediated DNA Methylation Dynamics in TEs 

To understand the role of TE methylation in the regulation of gene expression, we estimated the frequency of methylated TEs in all the PCGs, DEGs, and dmDEGs. We observed a higher frequency of methylated TEs in dmDEGs compared to all PCGs and all DEGs in both SS (6 times higher) and ST (7 times higher) genotypes under salinity stress. However, no significant difference in TE frequency between PCGs and DEGs in both genotypes was observed (Figure 4A). This observation suggested that the association of methylated TE with dmDEGs might contribute to differential methylation and differential expression of these genes under salinity stress. Similarly, the frequency of all TEs was also higher in DEGs and dmDEGs in both genotypes. The dmDEGs having a higher frequency of TEs were involved in pathways, such as UDP-glucosyltransferase activity, regulation of transcription, DNA binding, and response to stimulus in the SS genotype. However, dmDEGs of the ST genotype were associated with ATPase activity, photosynthesis, hydrolase activity, regulation of gene expression, and response to abiotic stimulus processes. We observed the highest number of CHH DMRs within the TE body and flanking regions (Figure 2D and Figure S2B), which could potentially be mediated by smRNAs via the RNA-directed DNA methylation pathway in plants [23,24]. 

To understand the influence of smRNAs on the methylation of TEs, we investigated the distribution of smRNAs and methylation density in the TEs and their 2 kb flanking regions. The small RNA sequencing followed by size distribution analysis of the identified smRNAs suggested the highest fraction of 24-nt smRNAs in all the four samples analyzed (Table S7; Figure S7A). We observed that the smRNA density (24-nt and 21-nt) was higher in the CHH hypermethylated TEs as compared to all TEs in both SS and ST genotypes (Figure 4B and Figure S7C). However, no significant change in smRNA density was observed in CG and CHG hypermethylated TEs compared to all TEs (Figure S7D). The 24-nt smRNAs in CHH hypermethylated TEs exhibited higher expression in the stress samples of both genotypes (Figure 4C). Further, CHH context mCs were categorized into different sub-contexts, such as CWA (CTA and CAA) and non-CWA contexts, as it is known that CMT2 mediate methylation in CWA context and DRMs methylate in non-CWA context, respectively, to establish de novo methylation [25,26]. Higher non-CWA context methylation density was observed in the hypermethylated TEs associated with smRNAs compared to hypermethylated TEs not associated with smRNAs. Further, the density of non-CWA methylation in hypermethylated TEs associated with smRNAs was higher in the stress samples in both SS and ST genotypes (Figure 4D,F). However, no significant difference in the methylation density of CG and CHG context mCs in the hypermethylated TEs associated with smRNAs between control and stress samples was observed (Figure 4E,G). In addition, no significant difference in smRNA and methylation densities was observed between the CHG and CG hypermethylated TEs harboring smRNAs and those not harboring smRNAs (Figure S7C,D). Similarly, higher 21-nt smRNA density was detected for CHH hypermethylated TEs, and higher non-CWA methylation density in the TEs associated with 21-nt smRNAs under salinity stress was observed (Figure S7E,F). These results suggest a possible role of 24-nt and 21-nt smRNAs in stress-induced hypermethylation in the CHH context in TEs on non-CWA (CHH) and regulation of gene expression. The base frequency distribution of 24-nt smRNAs associated hypermethylated TEs showed enrichment of CT motif at the 3′-end (Figure S7B), which correlates with AGO4 protein signature on 24-nt smRNAs reported in the previous study [27], suggesting the role of AGO4-24nt smRNAs in hypermethylation of TEs.

### 2.6. Identification of Conserved and Specific DMR-Associated DEGs (dmDEGs) between Genotypes 

Further, to identify the dmDEGs that were common between different comparisons in CG, CHG, and CHH contexts, we compared dmDEGs of SSc/s and STc/s. Two dmDEGs identified in both SS and ST genotypes under stress, *Ca_13970,* and *Ca_22105*, showed differential CG methylation in their gene body and promoter regions (Figure 5A). 

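Ca_13970 responded in opposite directions in the genotypes, while Ca_22105 was higher under stress in both. Ca_13970 (XLOC_003113) had an FPKM of 286.2 in SS-C and 169 in SS-S (log2 ratio -0.76, the paper's p = 0.0473). In ST it stood at 141 in control and 286.1 under stress (log2 ratio 1.02, the paper's p = 0.0101). Table S6 gives CG loss in the gene body for SS and CG gain for ST. Ca_22105 (XLOC_001226) had an FPKM of 45.8 in SS-C and 86.4 in SS-S, a log2 ratio of 0.90, and of 41.0 in ST-C and 100.6 in ST-S, a log2 ratio of 1.27. Its CG DMRs in Table S6 were a loss in SS and a gain in ST.

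**Figure D2:**
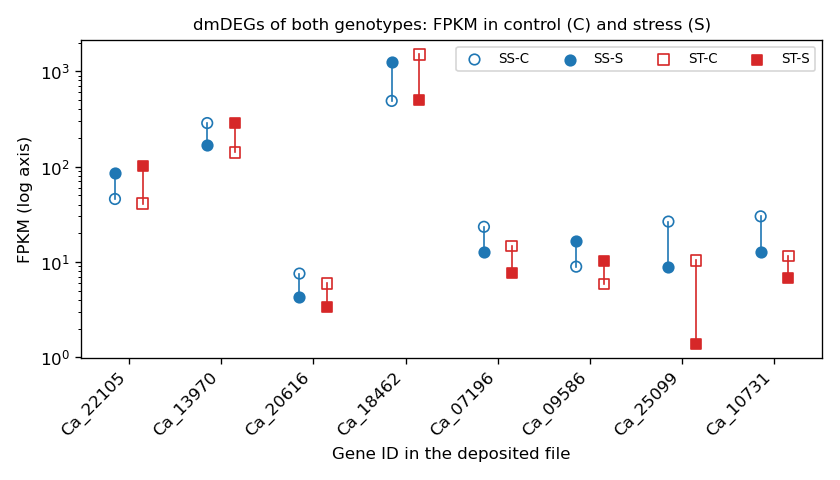
FPKM (log axis) of the 8 dmDEGs found in both genotypes in the same sequence context, in control (open symbols) and under stress (filled symbols), for SS (circles) and ST (squares), with 1 value per group from the authors. Ca_13970 and Ca_18462 go in opposite directions in the genotypes, and the other genes go the same way in both.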

*Ca_13970* encodes a homolog of the Arabidopsis transmembrane protein, which is known to be involved in oxidative stress and osmotic stress responses [28]. *Ca_22105*, a homolog of AT2G19330, encoding PIRL6, a member of the plant intracellular Ras-group-related LRRs (leucine-rich repeat proteins) and was shown to be alternatively spliced and regulate gametophyte development [29].

In the CHH context, six dmDEGs were common between SS and ST genotypes (Figure 5B). 

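Ca_25099 (XLOC_023184) was lower under stress in both genotypes. Its FPKM was 26.5 in SS-C and 8.89 in SS-S, a log2 ratio of -1.48, and 10.4 in ST-C and 1.39 in ST-S, a log2 ratio of -2.25. The paper's p-value was 5e-05 in both comparisons. The control level was lower in ST than in SS, with a log2 ratio of -1.27.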

The gene *Ca_25099* encoding a member of the MATE efflux family protein FRD3 was downregulated under salinity stress in both genotypes with a gain of gene body and promoter methylation. In a previous study, *FRD3* mutants showed leaf chlorosis, plant growth reduction, Fe accumulation in the root vascular tissues, and alterations in Fe, Mn, and Zn homeostasis [30]. Similarly, the *Lox* gene homolog, *Ca_10731*, was downregulated and hypermethylated in both SS and ST genotypes under stress, suggesting stress-induced methylation and regulation of gene expression. 

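Ca_10731 (XLOC_023929) was lower under stress in both genotypes, with an FPKM of 30.1 in SS-C, 12.8 in SS-S, 11.6 in ST-C and 6.73 in ST-S. The log2 ratios were -1.17 in SS and -0.71 in ST, with the paper's p-values at 5e-05 and 0.0130.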

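Ca_09586 (XLOC_018338), whose product makes the inositol backbone, was higher under stress in both genotypes. Its FPKM was 8.94 in SS-C and 16.6 in SS-S (log2 ratio 0.82, the paper's p = 0.0051), and 5.86 in ST-C and 10.3 in ST-S (log2 ratio 0.72, the paper's p = 0.0273).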

The gene *Ca_09586*, upregulated and hypermethylated in both genotypes under stress, encodes a homolog of myo-inositol-1-phosphate synthase isoform (MIPS). The overexpression of this gene is known to enhance salinity tolerance in poplar plants [31]. 

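Ca_20616 (XLOC_001246) and Ca_07196 (XLOC_006774) were both lower under stress in both genotypes. Ca_20616 had an FPKM of 7.56 in SS-C and 4.30 in SS-S, and of 5.97 in ST-C and 3.40 in ST-S. Its log2 ratios were -0.69 and -0.66. Ca_07196 was at 23.4 in SS-C, 12.8 in SS-S, 14.8 in ST-C and 7.60 in ST-S, with log2 ratios of -0.82 and -0.88. The responses of each gene differed little between the genotypes, by 0.03 and -0.05 on the log2 scale.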

The gene *Ca_20616*, a bHLH homolog, was downregulated in both genotypes and hypermethylated in the SS genotype and hypomethylated in the ST genotype, while another bHLH homolog, *Ca_07196*, was downregulated and hypermethylated in both the genotypes. The homologs of these genes are known to be involved in the regulation of iron transport in roots [32]. However, gene *Ca_18464* was hypomethylated in both genotypes and upregulated in the SS genotype while being downregulated in the ST genotype. This gene has no Arabidopsis homolog and may represent a legume-specific gene regulated by salinity stress. 

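The deposited file gives Ca_18464 together with Ca_18458 at XLOC_001550, which is not among the DEGs. Its FPKM was 124 in SS-C and 155 in SS-S, a log2 ratio of 0.32, and 116 in ST-C and 139.6 in ST-S, a log2 ratio of 0.27. The sixth CHH dmDEG found in both genotypes in Table S6 is XLOC_003165, which the file pairs with Ca_18462. Its FPKM was 489 in SS-C and 1256 in SS-S, a log2 ratio of 1.36 (the paper's p = 0.0206). In ST it was 1499 in control and 499 under stress, a log2 ratio of -1.58 (the paper's p = 0.00125).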

Interestingly, a major fraction of dmDEGs was found specific to the SS (46-CG and 32-CHH) or ST (44-CG and 57 CHH) genotypes. 

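The CHH dmDEGs of ST alone, 58 in the deposited Table S6, had a median log2 ratio of 0.92 for the 38 higher genes and -0.88 for the 20 lower genes. In SS, the same sets had medians of 0.03 and -0.17. The CHH dmDEGs of SS alone comprised 11 higher and 21 lower genes, with medians of 0.86 and -0.81 in SS and of 0.55 and 0.04 in ST. Of the 11 higher genes, 10 also had a higher FPKM in ST-S than in ST-C and 5 are in the paper's STc/s list. For the CG context, the 36 lower genes of SS alone had a median of -0.84 in SS and 0.16 in ST, and the 30 higher genes of ST alone had a median of 0.81 in ST and 0.02 in SS. The genes were selected by the paper on these libraries, and no difference between genotypes was tested.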

The subset of dmDEGs that harbors CG-DMRs in the SS genotype was involved in processes such as senescence, amino acid transport, calcium transmembrane transport, lipid oxidation, mannose metabolic process, anthocyanin accumulation, pectate lyase activity, mandelonitrile lyase, while those of ST genotype are involved in processes such as senescence, vascular tissue pattern formation, regulation of stomatal movement, glutathione catabolic process, fatty acid beta-oxidation, pentose phosphate shunt, sterol biosynthetic process, maltose biosynthetic process, chromatin binding, copper ion binding. Similarly, CHH-dmDEGs of the SS genotype were involved in ABA signaling, senescence, proline dehydrogenase activity, steroid dehydrogenase activity, and glutamate biosynthetic processes, while those of the ST genotype were enriched in terms such as lignin biosynthetic process, trehalose biosynthetic process, inositol triphosphate metabolic process, lateral root formation, and negative regulation of anion channel (Table S8). Some of these genes seem to be methylated in a genotype-dependent manner under salinity stress (Figure S5D,E). Overall, these DMR-DEGs, which are specific to the ST genotype, represent important candidate target genes that might be regulated by differential methylation and contribute to salinity stress tolerance.

## 3. Discussion

In this study, we sought to understand the role of DNA methylation in salinity stress response in chickpeas. Recent studies have shown evidence in favor of epigenetic regulation influencing the stress response in plants through the regulation of gene expression [33]. Due to the advancement in sequencing technologies, various genomic resources of chickpeas, such as reference genome, transcriptome, non-coding RNAs, and genetic variations, are available [4,34,35,36,37]. However, the dynamics and relationship between DNA methylation and gene expression for stress adaptation have been rarely studied in this crop plant. Therefore, it is important to understand the epigenetic regulation of salinity stress response in different genotypes in chickpeas. 

In the current study, we employed single-base resolution DNA methylation profiling along with gene expression analysis to decode the role of DNA methylation in salinity stress response in chickpeas. We observed the highest fraction of mCs in the CG context, followed by CHG and CHH contexts in both SS and ST genotypes. The average methylation level was highest in the CG context, followed by CHG and CHH, which have been reported in previous studies, too [38,39]. The density of mCs in the gene body region was found to be highest in the CG context, whereas the density was highest in the CHH context for the TE body, as has been reported in many plant species [10,38]. A slight peak at the transcription start site (TSS) and transcription end site (TTS) of mCs in the CHG context was observed, which could modulate nucleosome occupancy and gene transcription [40]. The identification of DMRs enabled the identification of genotype-specific methylated regions. More CG context hypermethylation was observed in the ST genotype, whereas more hypomethylation was observed in the SS genotype under salinity stress. However, hypermethylation in the CHH context was observed in both genotypes. These results suggested the overall hypermethylation in CG and CHH contexts and CHG hypomethylation in the ST genotype in response to salinity stress. The association of differential DNA methylation regions revealed an association of CG context DMRs with PCGs and an association of CHH context DMRs with TEs. Many studies have demonstrated the role of differential methylation associated with stress response mechanisms in plants [41,42].

The gene expression profiling in SS and ST genotypes in response to salinity stress revealed more upregulated DEGs in the ST genotype and more downregulated DEGs in the SS genotype. The cluster of upregulated DEGs in the ST genotype under stress showed enrichment of laccase activity. The overexpression of the rice *OsChI1* gene (a putative laccase precursor) in Arabidopsis enhanced tolerance to drought and salinity stresses [43]. The pathways, such as the flavonoid biosynthetic process specifically detected in cluster III, have also been reported to be heavily influenced by salinity stress [44]. The upregulated DEGs in both genotypes (cluster V) involved in photosynthesis have been reported to protect the photosystem by enhancing the photosynthetic performance in sorghum [45]. Further analysis revealed a positive correlation between gene body CG context DNA methylation and gene expression. However, a negative correlation at TSS and TTS sites suggested that DNA methylation at gene ends is associated with the repression of gene expression [10,12]. The relationship between differential methylation and differential gene expression under salinity stress showed DEGs associated with hypermethylated DMRs in the ST genotype. A similar pattern of hypermethylation under salinity has already been reported in other studies, too [46,47]. These results suggest hypermethylation in chickpeas might be associated with the ST genotype in response to salinity stress. Further, GO enrichment analysis in the SS genotype resulted in the identification of dmDEG, *Ca_02410*, a homolog of *AT4G23030* (MATE efflux family protein), expressed in roots, which is known to be involved in iron homeostasis, aluminum tolerance, efflux of xenobiotics, and regulation of local auxin biosynthesis [48]. Other downregulated dmDEGs, *Ca_12433* and *Ca_09442*, represented homologs of Arabidopsis genes *AT2G40410* (*AtCAN2*) and *AT2G38470* (*AtWRKY33*). A mutation in *AtCAN2* resulted in better tolerance to salt stress and a lower level of H_2_O_2_ accumulation [49], while mutations in *WRKY33* inhibited root growth under salt stress [50]. *Ca_02137*, a homolog of *AT4G37070* (phospholipase-A IVA), is downregulated in the ST genotype under salinity stress and displayed CHH hypermethylation in the downstream region. The downregulation of Arabidopsis patatin-related phospholipase A was shown to reduce lateral root development [51]. Another upregulated gene, *Ca_12085*, with promoter CHH hypermethylation, encodes a Pht1:5 phosphate transporter and is known to inhibit primary root growth when overexpressed [52]. These dmDEGs showing differential DNA methylation in different sequence contexts and gene expression under salinity stress in chickpeas can serve as potential candidate genes for validating their role in salinity stress tolerance. 

The gene expression analysis of DNA MTases suggested lower expression of *CMT* and higher expression of *DRM1* and two in the ST genotype and *DRM2* in the SS genotype under salinity stress. However, the expression level of MET1 decreased under stress, suggesting the role CMTs or DRMs in mediating CG gene body methylation, as reported in a few other studies [19,21]. A higher correlation between the methylation levels of hyper and hypomethylated CG DMRs was observed with gene body CHG and CHH context methylation in both the genotypes, suggesting the possible role of non-CG context gene body methylation in mediating gene body CG context methylation under salinity stress. 

A higher frequency of methylated TEs in dmDEGs in both the genotypes as compared to DEGs and PCGs suggested a possible role of TEs in differential methylation and differential gene expression. Further, a higher number of CHH DMRs were associated with TEs, which could be initiated by small RNAs. A higher density of smRNAs was observed in these methylated TEs compared to all TEs. Higher mCs density in non-CWA (CHH) sub-context in TEs suggested the probable role of smRNAs in mediating methylation in the CHH context under salinity stress in both genotypes. 

## 4. Conclusions

In conclusion, single-base resolution DNA methylation maps of two chickpea genotypes under control and salinity stress conditions have been generated. Overall, hypermethylation was observed in the ST genotype under salinity stress. The in-depth analysis of methylation patterns revealed a correlation between several differentially expressed genes with differential methylation. Few of the differentially expressed genes were found regulated specifically in only one genotype, while few genes were commonly regulated under stress conditions in both genotypes. More DEGs were associated with CG and CHH DMRs than CHG DMRs. A higher fraction of dmDEGs showed an association with hyper CHH context DMRs in the ST genotype compared to the SS genotype, which could be mediated by higher DRM expression in the ST genotype. These CHH-dmDEGs were found to be associated with pathways, such as lateral root development, trehalose biosynthetic process, regulation of membrane transport, and gene expression regulation in the ST genotype. Further, CG hyper-methylation in the gene body region correlated with the gene body CHG and CHH methylation. Our analysis suggested that small RNA-mediated TE methylation in the CHH context under salinity stress could play a role in differential gene expression. The regulation of gene expression via differential methylation patterns revealed several genes that can serve as potential targets for epigenetic modification-based gene regulation and salinity stress tolerance in plants. 

## 5. Material and Methods

### 5.1. Plant Materials and Genomic DNA Isolation 

Two chickpea genotypes (*Cicer arietinum* L.), ICC V2 (salinity sensitive, SS), and JG 62 (salinity tolerant, ST), were used in this study. For salinity stress, 12-day-old plants were given 80 mM of NaCl for 6 days on alternating days, while control plants were watered with RO water. The roots of stress-treated and control plants were harvested on the 18th day of growth for root length and root weight measurements or snap-frozen in liquid nitrogen and stored at −80 ℃ until further use. This experimental setup was repeated to collect multiple independent biological replicates. Genomic DNA was isolated using Qiagen DNeasy Minikit (Qiagen) as per the manufacturer’s instructions. 

### 5.2. Whole-Genome Bisulphite Sequencing and Data Analysis 

Bisulphite sequencing library preparations were conducted using the manufacturer’s protocol as described in a previous study [53]. The qualified libraries were sequenced to generate 90 bp paired-end reads to obtain ~30× coverage for each sample. The raw reads were processed for adaptor sequence and low-quality reads removal using the NGSQC toolkit (v2.3.3). The filtered reads were aligned to the Kabuli chickpea genome (V1.0) [35] using Bismark (v0.14.3) [54], and only the reads mapped at the unique positions were retained. The read alignment was also performed on the chickpea chloroplast genome to calculate the bisulphite conversion efficiency and error rate. The mCs in each sample were identified using methylKit (v1.5.3) based on a *p*-value cut-off of ≤0.0001 and minimum read coverage of 3. Differential methylation between the salinity stress and control conditions for each genotype was also identified using methylKit [55]. The 100 bp bins with at least 3 cytosine sites that are covered by ≥5 reads and a methylation level difference of 25 % (CG and CHG context) or 15 % (CHH context) with q-value cut off ≤ of 0.01 were considered to be DMRs as described in a previous study [10]. The methylation sub-context was identified using the “bismark_methylation_extractor” on the bismark output file. The distribution of mCs within the gene body/TE body and 2 kb flanking regions was conducted using in-house scripts based on the mid-position of the DMRs. Visualization of DNA methylation on the chickpea genome, along with genes, TEs, and smRNAs, was performed via Circos plots. The distribution of mCs, expression profiles, and DMR regions was visualized using Integrative Genome Viewer (v2.4.14). Correlation analysis between the methylation levels of CG, CHG, and CHH context was performed via the Pearson correlation coefficient method using ggplot2 in R. 

### 5.3. RNA Sequencing and Data Analysis 

The total RNA for all the samples (same as that used for bisulphite sequencing) was extracted using TRI Reagent (Sigma-Aldrich, St Loius, MO, USA), according to the manufacturer’s instructions. For sequencing, cDNA libraries were prepared for each sample, and sequencing was performed on the Illumina platform to generate 49 bp single-end reads. Quality control analysis was performed on the fastq files using NGS QC Toolkit. TopHat (V2.1.1) software was used to map the filtered reads on the Kabuli chickpea genome (V1.0). The differential expression of genes between control and salinity stress samples was determined by Cuffdiff (V2.1.1). The transcripts with *p*-value ≤ 0.05 and fold change of ≥1.5 and ≤−1.5 were considered to be significantly differentially expressed genes. Gene ontology enrichment analysis of DEGs and dmDEGs was performed using the BiNGO and enrichment tool from Cytoscape.

### 5.4. Small RNA Sequencing and Data Analysis 

Total RNA from all the samples was used to prepare small RNA sequencing libraries per the manufacturer’s recommendations (Illumina technologies). Sequencing for each sample was performed in single-end sequencing mode to obtain 49 bp long reads. Raw data files were processed to remove adapters using Cutadapt. High-quality reads representing the same sequences were collapsed into unique read(s). The frequency of these unique reads was used to determine the abundance of small RNAs. Bowtie (v1.1.2) mapping tool was used to map the reads to the chickpea reference genome (V1), allowing no mismatch. The reads mapped to non-coding sequences, structural RNAs (rRNA, tRNAs, and snoRNAs), and the chickpea chloroplast genome was removed as described in a previous study [10]. The 21-nt and 24-nt long reads representing small RNAs were selected for further analysis.

## Figures and Tables

**Figure 1:**
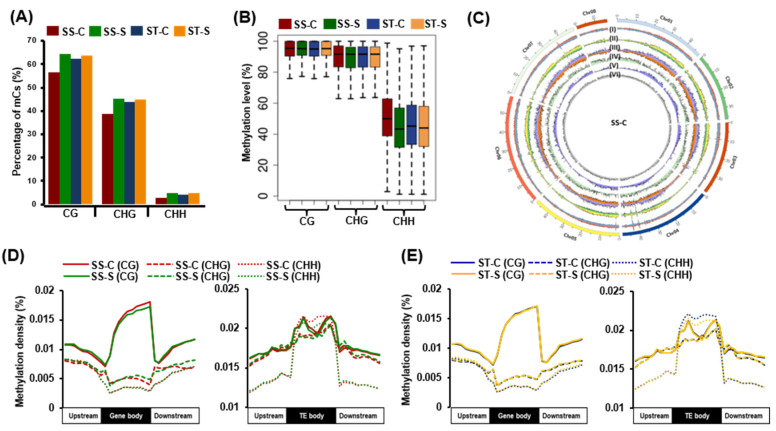
Whole genome DNA methylation profile in the chickpea genotypes. (**A**) Barplot showing percentage of methylcytosines (mCs) in different sequence contexts in control (SS-C, ST-C) and stress (SS-S, ST-S) samples of salinity-sensitive (SS) and salinity tolerant (ST) genotype. (**B**) Boxplot showing the distribution of methylation levels in each sequence context in different samples. (**C**) Circos plot depicting the chromosome-wide distribution of CG (I), CHG (II), CHH (III), genes (IV), TEs (V), and 24-nt smRNAs (VI) for reverse (bars above axis) and forward (bars below axis) strands, respectively, in a representative (SS-C) sample. (**D**,**E**) Methylation density in the gene body and 2 kb flanking regions, and TE body and 2 kb flanking regions in different sequence contexts in stress and control samples in the salinity-sensitive (SS-C and SS-S) (**D**) and salinity-tolerant (ST-C and ST-S) (**E**) genotypes.

**Figure 2:**
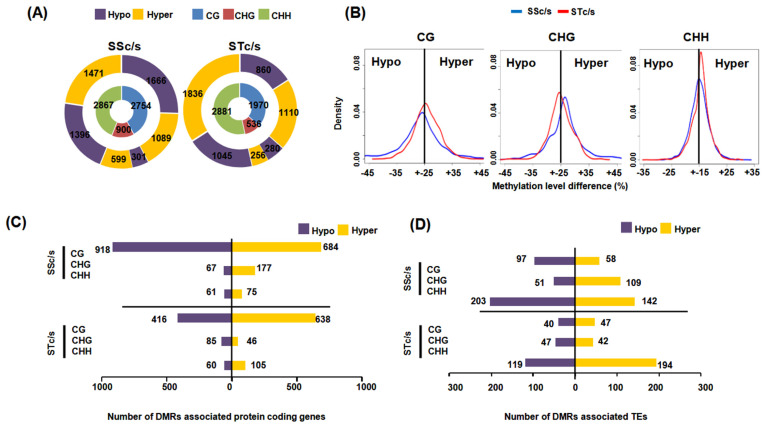
Identification and analysis of differentially methylated regions (DMRs). (**A**) Number of hypo and hypermethylated DMRs (outer circle) identified in different sequence contexts (CG, CHG, and CHH, inner circle) in the SS and ST genotypes under salinity stress. (**B**) Methylation level differences shown via kernel density plots in CG, CHG, and CHH sequence contexts. (**C**) Number of protein-coding genes associated with hypo and hypermethylated DMRs. (**D**) Number of TEs associated with hypo and hypermethylated DMRs. SSc/s and STc/s represent a comparison of salinity stress with control samples of SS and ST genotype, respectively.

**Figure 3:**
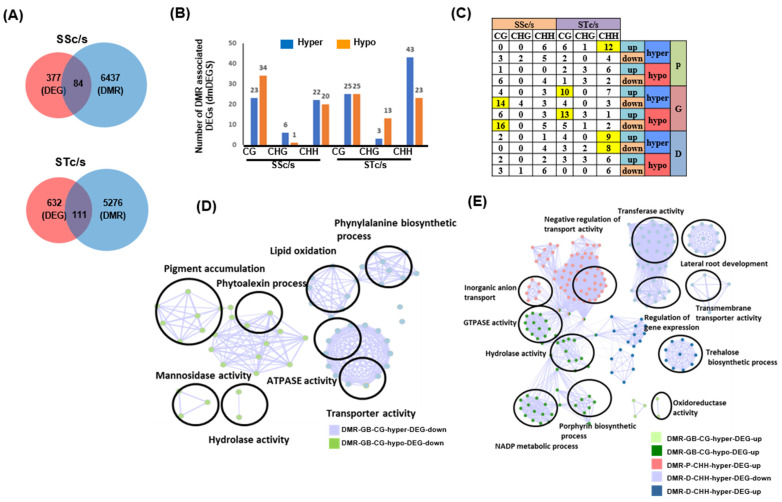
Association of differentially methylated regions with differentially expressed genes. (**A**) Venn plots depicting the number of differentially methylated regions and differentially expressed genes in salinity sensitive (SSc/s) and salinity tolerant (STc/s) genotypes under salinity stress. (**B**) Number of DEGs associated with hyper and hypomethylated DMRs present in the gene body and flanking regions in different sequence contexts. (**C**) Distribution of up and down-regulated dmDEGs harboring hypo or hypermethylated DMRs in different genic regions [promoter (P), gene body (GB) and downstream (D)] in SSc/s and STc/s. Yellow highlighted cells represent enriched sets. (**D**,**E**) Enrichment analysis of highlighted dmDEGs in SSc/s (**D**) and STc/s (**E**) genotypes under salinity stress.

**Figure 4:**
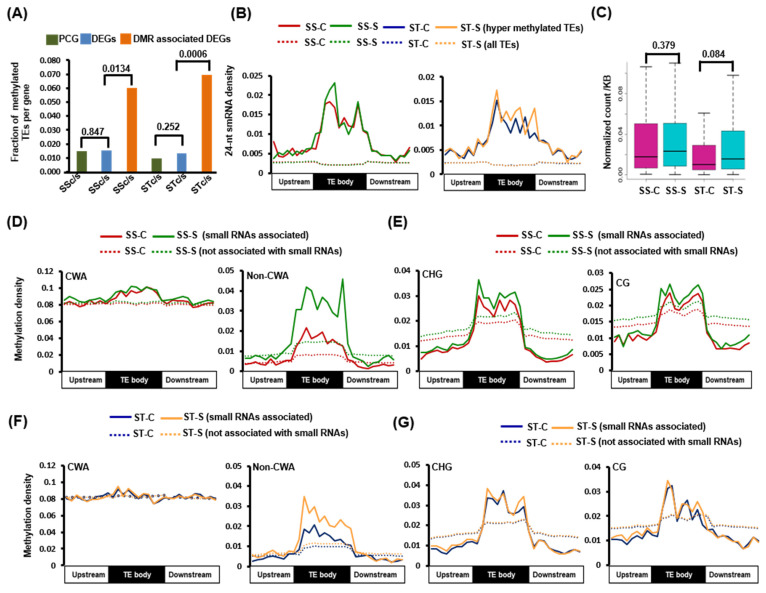
Influence of small RNAs on TE methylation. (**A**) Frequency of TEs within protein-coding genes, differentially expressed genes (DEGs), and dmDEGs, numbers on top represent significance value calculated by fisher exact test. (**B**) 24-nt small RNA density in CHH-hypermethylated TEs and all TEs in control (SS-C, ST-C) and stress (SS-S, ST-S) samples of both genotypes. (**C**) Normalized count of smRNAs associated with hypermethylated TEs in CHH context per kb of TE in SS-C, ST-C, SS-S, and ST-S samples (significance is calculated by Wilcoxon test). (**D**–**G**) Methylation density of CHH hypermethylated TEs in CWA-CHH sub-context and non-CWA-CHH sub-context that are associated and not associated with 24-nt smRNAs in SSc/s (**D**) and STc/s (**F**). (**E**,**G**) CHG and CG context methylation density of CHH hypermethylated TEs that are associated and not associated with 24-nt smRNAs in (**E**) SSc/s and (**G**) STc/s.

**Figure 5:**
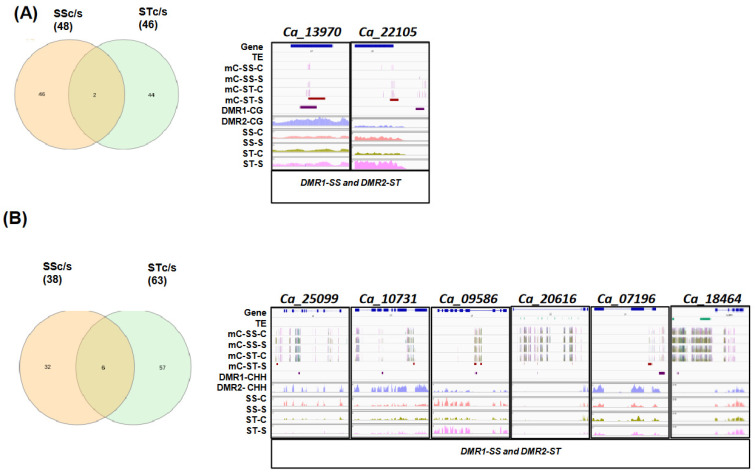
Genes displaying differential methylation and differential gene expression in both genotypes under salinity stress. (**A**,**B**) Venn plot and IGV plots representing common CG-dmDEGs (**A**) and CHH-dmDEGs between SSc/s and STc/s (**B**) in response to salinity stress. SSc/s and STc/s represent a comparison of salinity stress with control samples of SS and ST genotypes. Each view includes the gene and TE location (rows 1 and 2) on the selected view, followed by the position of methylated cytosines (mCs in CG-purple, CHG-teal, and CHH-olive green, context) in the top panel (rows 3, 4, 5, and 6), differentially methylated regions (DMR1-SSc/s, DMR2-STc/s) in the gene body or flanking region (rows 7 and 8) and gene expression in control (SS-C, ST-C) and stressed (SS-S and ST-S) samples of both genotypes in the last four rows (row 9, 10,11 and 12).

## Data Availability

Bisulphite sequencing data, RNA sequencing data, and small RNA sequencing data have been submitted to NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE204730.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24031863/s1.

How the deposited data were processed for this re-analysis (not part of the article)

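Expression was measured by RNA-seq in roots of 8 libraries, 2 for each of the groups SS-C, SS-S, ST-C and ST-S. According to the paper's methods, reads of 49 bases were filtered with NGS QC Toolkit, mapped with TopHat 2.1.1 to the Kabuli chickpea genome V1.0 and compared with Cuffdiff 2.1.1, while the design text of the series names Cuffdiff 2.2.1. The authors deposited FPKM, with 1 value per locus and group, and how the libraries of a group entered that value is not given in the sources used here. The paper called DEGs at an unadjusted p-value of 0.05 or less and a fold of at least 1.5.

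The deposited table holds 30692 loci, of which 2816 carry no gene ID and 557 carry several. No table used here pairs the gene IDs with product names, so gene lists by function, cell type markers and the methyltransferase, demethylase and RNA silencing genes were not analysed here. Names of single genes are the paper's own. The reference table of genes is of another genome assembly, without these gene IDs, and was not used. Bisulphite and small RNA data were not analysed here, and all methylation values are the paper's, from Table S6.

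The paper's table of mapped reads was not used here, so no depth entered the calculations. Among loci with an FPKM under 0.2 in both SS-C and SS-S, at most 3.90% had the same ratio between the groups to 2 decimals, so whole reads were not recovered. Without columns per library there is no spread, no test between groups and no interval, and the p-values printed for DEGs are the paper's from Table S4.

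Log2 ratios were taken of FPKM plus a pseudocount of 1. Loci with an FPKM of at least 1 in at least 1 compared group were counted at 1.5-fold or more. Ratios without a pseudocount were compared with Table S4 at a tolerance of 0.05. Of the DEGs, 2400 over 3 lists, all had the table's direction. K-means (scikit-learn 1.9.0, seed 1, 50 starts) used z scores over the groups. The direction of methylation in Table S6 and the direction of expression were compared over genes with Fisher's exact test (scipy 1.17.1). The effect of shared controls was simulated 20 times with unchanged groups, with a noise for each of 20 expression bins taken from the median absolute deviation of the stress ratios, and with as many top genes taken as the lists hold. This noise also includes real responses. It was the same in every group. The simulated correlations were thus fixed by the design, and the overlaps by the design and the list lengths. The size of the noise entered the simulated covariance alone. The median log2 ratio was also taken in each of 10 deciles of expression, without a pseudocount, a step chosen after the data were seen. The calculations ran in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

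The counting was tested on simulated data of 20535 loci, with 100 loci changed 2-fold and 100 changed 4-fold. All changed loci were drawn from those with a mean log2(FPKM + 1) that equals an FPKM of at least 5. The change was added to log2(FPKM + 1). Among these loci, 100% of the 2-fold changes were recovered for SSc/s, 97% for STc/s and 94% for SSc/STc, and 100% of the 4-fold changes in each. Recovery at weakly expressed loci, where the pseudocount shrinks a change, was not tested. The noise was normal and taken from the same group values, so it holds no spread between libraries. Of the unchanged loci, 2.30%, 3.43% and 4.87% passed 1.5-fold.

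The named genes are those the paper names by ID, the 8 dmDEGs listed for both genotypes in the same context, the 2 largest rises and the 2 largest falls per comparison among DEGs with an FPKM of at least 5, and the 2 largest and the 2 smallest differences between the genotypes' responses. This rule was set before the data were examined, but with the values of Tables S4 and S6 in view. The alternatives tried were other pseudocounts, filters, fold thresholds and scalings of the columns, other settings of K-means, and gene-body or flanking DMRs alone.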

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

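The 3 tests of the shared DEGs below were chosen after the result was seen. The test of the scaling with the median log2 ratio at 0 was written before its values were seen, but the decision to judge it over all 3 scalings, and the test by level of expression, came after they were seen.

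Of the DEGs shared by SSc/s and STc/s, 31 had opposite directions in the genotypes, and this difference was not tested, since each group has 1 value. Independent lists matched on expression would give 9.34 such genes, so chance overlap does not account for the count. An exchange of a library between the genotypes is argued against by 14 loci listed at 0 in both groups of a genotype and at an FPKM of at least 5 in both groups of the other. This argument holds only if a listed 0 means little signal in both libraries of a group. That is not known, since abundant loci also have such values. Genes that vary between libraries whatever the treatment stay open, although directions independent of each other would have given 52.2 opposite genes among the shared DEGs. A response that depends on the genotype also stays open.

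More loci were higher than lower under stress in ST, and the reverse was found in SS. With the median log2 ratio set to 0, the share of higher loci at 1.5-fold was 54.0% in ST and 45.1% in SS, against 60.4% and 40.9% as deposited. Scaling by the upper quartile gave 51.8% and 44.3%, and scaling to a sum of 1000000 gave 47.9% and 35.4%. All 3 scalings brought the share in ST below 55%, and in SS they moved it in different directions, with the median scaling alone past the limit of 45% set for it. Such scalings would also remove a real broad shift, and by level of expression the median log2 ratio of the deciles, over loci with an FPKM of at least 1 in both groups, ran from -0.03 to 0.08 in ST and from -0.06 to 0.03 in SS, where a single factor would give the same shift at each level, so scaling and biology both stay open.

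Ca_02410 differed between the genotypes by 1.67 in its log2 response (ST minus SS), and Ca_13970 by 1.77, each with opposite directions that were not tested against each other. XLOC_003165 (Ca_18462) differed by -2.94, with a higher value under stress in SS and a lower one in ST, which was not tested either.

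The paper's Table S4 holds no comparison of the genotypes under stress. There, 2763 loci differed by at least 1.5-fold, 1749 higher in ST-S and 1014 higher in SS-S, against 2539 in control.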

How the results depend on the processing

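No paired analysis was possible because the file holds 1 value per group and no column per library. For the same reason leaving out each library, the replicate block and an adjusted p-value were not run, and lists by gene function were not run because no table pairs the IDs with names. Without replicates, a count or correlation was taken to move when it changed by more than 1.5 times. Of 39 counts and correlations that an alternative could change, 32 stayed within that range and 7 moved. For K-means the count judged was the size of the largest cluster, which stayed within that range. This says nothing of membership, where the adjusted Rand index was 0.644 on centred values. The smallest cluster went from 132 to 212 genes with 4 clusters, which the tally does not count. The directions of the paper's DEGs and dmDEGs were left out of this tally, since they start at 100%. Of 12 Fisher tests under the alternatives, 9 had margins that could give a p under 0.05, and the p-values of the 12 ran from 0.223 to 1. The counts of changed loci are totals, and their balance turned under the scaling in STc/s, with 809 higher and 880 lower at a sum of 1000000, and in SSc/STc, with 1346 higher and 1191 lower at the upper quartile against 1217 and 1322 as deposited. At 2-fold the changed loci numbered 460 in SSc/s, 547 in STc/s and 909 in SSc/STc, by construction of the stricter threshold. In SSc/s, 2134 loci changed with a pseudocount of 0.01 and 858 with an FPKM of at least 5, where fewer loci were counted. With a pseudocount of 0.1, the loci with opposite responses numbered 359 against 188, those with the same direction 545 against 278, and the correlation of the responses was 0.062 against 0.096, and the cause was not tested. The share of higher loci changed by more than 5 percentage points only under the scalings, in STc/s from 60.4% to 51.8% (upper quartile), 54.0% (median log2 ratio 0) and 47.9% (sum of 1000000), in SSc/s from 40.9% to 35.4% (sum of 1000000), and in SSc/STc to 53.1% (upper quartile). Of 256 log2 ratios of named genes, 8 with a change of at least 1.5-fold under stress moved by more than 1.5 times, all with a pseudocount of 0.1, and another 17 did so while staying under 1.5-fold expression change. None changed direction. A filter on low values does not change a single gene's value. Depth was not used here, which limits what can be said of weakly expressed loci.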

Differences from the paper's values

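The paper gives 238 genes for cluster III, upregulated in SS, while the cluster with the most DEGs higher in SS held 132 genes here. Of the alternatives set before the data were examined, clustering on centred values without division by the SD (289 genes) and 4 clusters (316 genes) came within 1.5 times of the paper's value, and another seed (132 genes) and 6 clusters (128 genes) did not. The SSc/s list holds 159 higher DEGs, so the paper's 238 genes and the clusters of 289 and 316 genes must include others. Of the 132 genes here, 129 are higher DEGs of SSc/s. A size near the paper's therefore does not show that the genes are the same. The clusters were paired with the paper's by the direction the paper gives.

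The paper gives Ca_18464 as upregulated in SS and downregulated in ST. In the deposited file the locus of Ca_18464 had log2 ratios of 0.32 and 0.27, while XLOC_003165, which the file pairs with Ca_18462, had 1.36 and -1.58.

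The paper's text gives a gain of CHH methylation in both genotypes for Ca_25099 and Ca_10731. The paper's Table S6 lists CHH losses in SS for both, at -20.0 and -15.1 in the gene body, and gains in ST at 21.2 and 15.6. For Ca_09586, described as hypermethylated in both, Table S6 lists a gain of 19.3 and a loss of -22.4 in SS. For Ca_20616, described as hypermethylated in SS, it lists gains of 25.7 and 17.5 and a loss of -17.3 there.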

Other observations

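Both tests of the correlation below were chosen after the result was seen.

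Some loci had a large ratio between group values without being in the paper's list of that comparison. Among loci with an FPKM of at least 20 in the higher group and a change of at least 4-fold, 5 of 12 in SSc/s, 7 of 21 in STc/s and 14 of 50 in SSc/STc were not in the list of the same comparison in Table S4. All of these loci pass the paper's limit of 1.5-fold, and its lists also required a p-value of 0.05 or less. By those limits, the loci not listed did not reach that p-value or were not tested, and these cases were not told apart here. Their ratios come from group values without a spread between libraries, so they do not show a change that the paper missed. XLOC_002656 (Ca_14770) is one of those missing from the STc/s list, at 6.34 in ST-C and 636 in ST-S. It is in the SSc/STc list, with the paper's p-value at 0.02955. XLOC_028883 (Ca_27838), outside that set and in none of the paper's lists, stood at 54.1 in SS-C, 72.7 in SS-S and 13.0 in ST-C and was listed at 0 in ST-S. XLOC_027468 (Ca_23991), singled out after its values were seen and in none of the lists, was at 358 in SS-C and 426 in SS-S, listed at 0 in ST-C and at 55.4 in ST-S.

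A few loci were listed at 0 in a whole genotype. At an FPKM of at least 5 against 0, 6 loci were found in both groups of SS only and 8 in both groups of ST only, while 0 loci were found in both control groups only and 0 in both stress groups only. A single locus was found in SS-C and ST-S only. Zeros also differed with treatment within a genotype, as 36 DEGs of SSc/s and 49 of STc/s were listed at 0 in either control or stress.

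The stress responses of the genotypes correlated weakly across genes, at r = 0.096. Among 7953 loci with an FPKM of at least 20 in all 4 groups, r was 0.128, and the rank correlation over all loci was 0.163. Both values stayed under the limit of 0.3 used here, so neither weak expression nor a few extreme loci was shown to be the whole cause. The rank correlation was higher than r over all loci, so extreme loci may account for part of the low r. Among the DEGs of either list, r was 0.109 and the rank correlation 0.248. The filter also leaves out loci that change from or to a low FPKM, so it does not test noise alone. Variation between libraries stays open, since no column per library is at hand, and so does a response that differs between the genotypes.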
